A study of Homo sapiens with 6 samples. Its data were reported in "The long non-coding RNA GHSROS reprograms prostate cancer cell lines toward a more aggressive phenotype" (2021).

How the data were processed

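PC3 cells, an established line derived from a bone metastasis of prostate cancer, were studied in 6 libraries. The 3 libraries labelled GHSROS came from cells that overexpress the long non-coding RNA (lncRNA) GHSROS, and the 3 labelled vector came from control cells carrying the empty vector. Per the labels, polyadenylated RNA was made into strand-specific libraries. The group and the replicate number of each library were taken from its title.

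The authors deposited one table of FPKM values (fragments scaled to transcript length and to the number of mapped fragments) per library, together with the lower and upper bound of an interval around each FPKM and a status for each estimate. The column layout is that of Cufflinks gene tracking output. The aligner, the version of the quantifier and its filters are not stated in the labels or in the study's main text, and the genome build is not stated there either. The chromosome ends in the locus column are those of hg19 (GRCh37), and coordinates are given in that build, counted from 1. The deposited FPKM values are not counts and are not scaled to a common total, so no count test was used. The annotation that was supplied is of another build (GENCODE v29), and it served only to look up transcript length and GC content by gene symbol, which succeeded for 93.4% of the tested genes.

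Of 27033 loci listed in each table, 13021 had a mean of at least 0.5 FPKM over the 6 libraries. A failed estimate is written as 0 in these tables. The 6 genes of this set with a failed estimate in any library were left out, a step that was added after the data had been examined, which left 13015 genes. The values were transformed to log2(FPKM + 1) and compared, GHSROS minus vector, with limma (version 3.58.1 in R 4.3.3), using lmFit and eBayes with a mean-variance trend. Adjusted p-values are Benjamini-Hochberg values over the tested genes. A gene was counted as changed at an adjusted p-value of at most 0.05 and a log2 fold change of at least 1.5 in size. Fold changes on this scale understate the change of weakly expressed genes. In 5 gene panels, fixed before the data were examined, the change was tested with the camera function of limma (inter-gene correlation 0.01, two-sided), with Benjamini-Hochberg adjustment over the panels. One planned gene is not reported here and was left out of the list of study genes. Besides that list, which holds 19 genes taken from the text of the study, the genes named are the 5 with the largest positive and the 5 with the largest negative log2 fold change among those that passed both thresholds and had all 3 GHSROS values on one side of all 3 vector values.

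The libraries share replicate numbers across groups, so a fit with the replicate number from the titles as a block was planned beside the fit without it. To check whether the numbers pair the libraries, deviations from the group means were correlated across genes between libraries with the same number. Because deviations sum to 0 within a group, the mean correlation of libraries with different numbers follows from that value and was not used beside it. Pairs of libraries were also compared over 7273 genes with a mean of at least 5 FPKM. They are fewer than the 8422 genes with that mean used by position below. Each gene kept here also had a valid status and a value above 0 in every library. Its FPKM lay inside its own deposited interval in every library, and that interval had a width above 0. Values at 0 and values at odds with their intervals were thus removed beforehand, so the agreement below holds for the genes kept only. For these 7273 genes, each difference was divided by the error that the deposited intervals imply (taken as 2 SD on each side). Vector replicates 1 and 2 agreed within sampling noise by this measure over these genes, and their mean was used as 1 sample in every mean ± SD, so that n = 2 for the vector group. The limma fit kept the 6 libraries as planned, and a fit with the pair averaged is given beside it.

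The fitting steps were tested on simulated data for 13015 genes, built from the observed means and residual spread, in which 200 genes were changed. All 200 were recovered, with 2 calls among unchanged genes. A chromosome-wide shift of 0.8 planted in another simulation had a median of −0.002 after each gene was centred on its neighbours.

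The number of fragments per library is not given with the FPKM values. Relative depth was read from the smallest values: among loci below 0.5 FPKM in every library, the values of a locus in 2 libraries often stand in one fixed ratio, the ratio of what a single fragment is worth. The deposited intervals, read as counting error, correspond to a median of 783 fragments per gene for the 7273 genes above, and they cover estimation error within a library only.

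Fold changes were also summarised by chromosome and in windows of 5 Mb with at least 8 genes, for 8422 genes with a mean of at least 5 FPKM. This was chosen after the data had been examined. The median of each chromosome was compared with 10000 random gene sets of the same size (permutation p, two-sided, smallest possible value 0.0001), with Benjamini-Hochberg adjustment over 23 chromosomes. Genes are not independent replicates, so these p-values describe these libraries.

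The alternatives fixed before the data were examined were pseudocounts of 0.1 and 0.01, 3 other filters on low values, 3 scalings (median of ratios, equal totals and quantile normalization), eBayes without the trend and with robust estimation, the replicate block, each library left out in turn, a fold-change minimum inside the test (treat) and a log2 minimum of 1. Those added later kept failed estimates as 0, left out small RNA genes, left out genes whose FPKM lies outside its own deposited interval, kept one locus per symbol, joined a pseudocount of 0.1 with no filter, corrected for GC content and length (natural splines with 6 degrees of freedom per library) with and without the block, centred each gene on its neighbours, or averaged vector replicates 1 and 2. The neighbours were the 2 × 25 genes nearest by start position, on whichever side they lay. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.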

Results

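Gene expression was measured by RNA-seq in 6 libraries of cultured PC3 cells, 3 overexpressing GHSROS and 3 carrying the empty vector. The tables listed 27033 loci with 25274 distinct symbols. Total FPKM ranged from 471609 in vector replicate 1 to 505357 in GHSROS replicate 1. Loci with a value above 0 numbered 18166, 17998 and 18058 in the vector libraries and 17457, 17502 and 17473 in the GHSROS libraries. Relative to vector replicate 1, depth was 0.909 and 0.965 in vector replicates 2 and 3, and 0.799, 0.834 and 0.857 in GHSROS replicates 1, 2 and 3. Each vector library was therefore deeper than each GHSROS library, and the group comparison by itself cannot separate depth from group. The labels name no sequencing batch.

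Replicate libraries were compared before they were averaged. Across 7273 genes, the differences between vector replicates 1 and 2 had a spread of 0.932 times the error implied by the deposited intervals. In the 5 other pairs within a group this spread ranged from 1.23 to 2.15, and in the 9 pairs between groups from 4.09 to 4.70. Over these genes, values of vector replicates 1 and 2 agree within sampling noise, with 29 genes differing by more than 3 times the error where 20 would by chance. Small RNA genes and failed estimates include larger differences between them. These libraries were counted as 1 sample in means and SDs (n = 2 for the vector group). Across the 13015 tested genes, the mean correlation of log2(FPKM + 1) was 0.987 for pairs within a group and 0.964 for pairs between groups. Genes are not independent replicates, and these correlations describe the libraries only. A pseudocount of 0.1 moved both most, to 0.977 and 0.944.

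The overexpressed transcript was examined first, as a check of the labels. GHSROS was listed on chromosome 3 from 172163745 to 172164822 (hg19), inside the span given for the ghrelin receptor gene GHSR. Its FPKM was 22.2, 21.3 and 18.9 in GHSROS replicates 1, 2 and 3, with a mean of 20.8 ± 1.71 (SD, n = 3). In the vector libraries it was 0.0387 in replicate 1 and was listed at 0 in replicates 2 and 3. The log2 fold change was 4.43 (SE 0.068, adjusted p = 4e-08, limma). Averaging vector replicates 1 and 2 gave an adjusted p-value of 1.49e-06 (limma). The GHSROS values lie slightly above the upper bounds of their own deposited intervals, which were 22.0, 21.1 and 18.8.

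Which genes change when GHSROS is overexpressed was the main question of the design. At the thresholds used, 117 of 13015 tested genes differed between the groups, 72 higher and 45 lower in GHSROS cells. Without the fold-change minimum, 7439 genes (57.2%) had an adjusted p-value of at most 0.05. Most of these differences were small, with a median absolute log2 fold change of 0.34. The alternative that moved the count most joined a pseudocount of 0.1 with no filter on low values: 473 genes passed, 214 higher and 259 lower. Averaging vector replicates 1 and 2 gave 118 genes, 70 higher and 48 lower. With the replicate number as a block, 120 genes passed (73 higher, 47 lower), and with the block and a correction for GC content and length, 112 (64 higher, 48 lower). Deviations of libraries with the same number had a mean correlation of −0.059, and of −0.283 without small RNA genes, so libraries with the same number did not deviate together. Of the 117 genes, 11 are small RNA genes, and in 9 of these a library of the higher group is at 0. In 30 of the 117, the FPKM lies outside its own interval in at least 1 library.

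**Figure D1:**
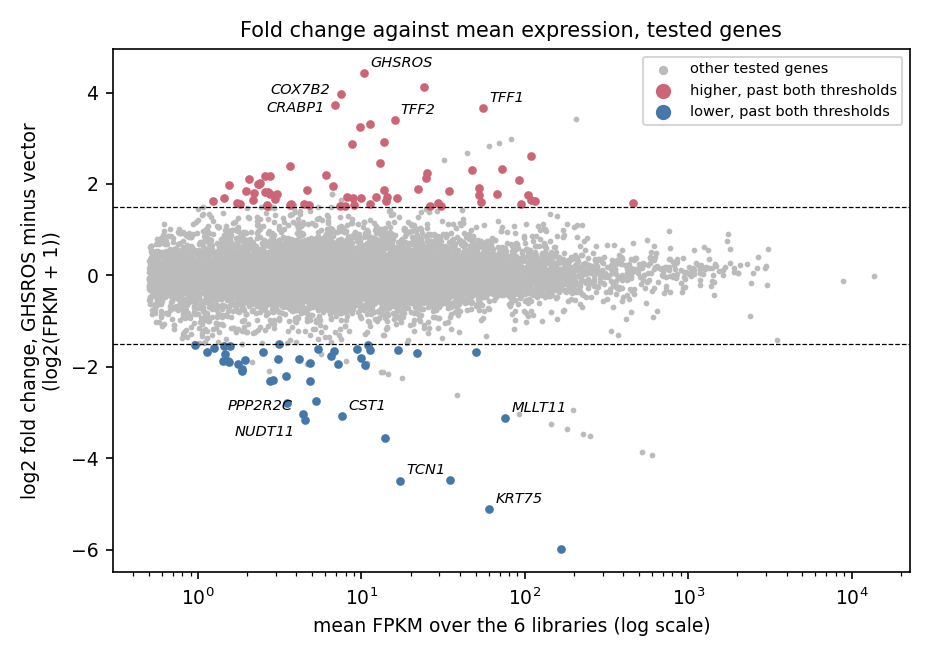
Log2 fold change (GHSROS minus vector, on the log2(FPKM + 1) scale) against the mean FPKM over the 6 libraries on a log axis, for 13015 tested genes. Red and blue points are the 72 higher and 45 lower genes past both thresholds, dashed lines mark a log2 fold change of 1.5 in size, and labels mark PPP2R2C and the 10 genes named by the selection rule; unlabelled outlying points include small RNA genes with libraries at 0.

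Besides GHSROS, the largest increases that fully separated the groups were those of COX7B2 (log2 fold change 3.97), CRABP1 (3.72), TFF1 (3.66) and TFF2 (3.39). COX7B2, on chromosome 4 from 46736847 to 46911252, rose from 0 in each vector library to 14.9 ± 3.11 FPKM (SD, n = 3). TFF1, on chromosome 21 from 43782391 to 43786644, rose from 7.26 ± 0.114 FPKM (SD, n = 2) to 103 ± 8.86 (SD, n = 3). The largest decreases were those of KRT75 (−5.11), TCN1 (−4.49), NUDT11 (−3.15), MLLT11 (−3.12) and CST1 (−3.08). KRT75, on chromosome 12 from 52817854 to 52828110, fell from 119 ± 4.35 FPKM (SD, n = 2) to 2.46 ± 0.141 (SD, n = 3). For these genes limma gave adjusted p-values from 2.64e-09 for KRT75 to 1.01e-06 for CST1. That fit counts vector replicates 1 and 2 as separate samples. Averaging them raised these 2 values to 2.81e-07 and 2.01e-05 (limma). All but NUDT11 of the 10 genes named by the rule have at least 1 FPKM outside its own interval. NUDT11 and CST1 belong to gene families with similar members, and whether reads were shared within these families was not tested.

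PPP2R2C, which encodes a regulatory subunit of protein phosphatase 2A, was compared because the study followed it further. It lies on chromosome 4 from 6322305 to 6565327. Its FPKM was 8.70, 9.02 and 8.11 in the vector libraries (mean 8.48 ± 0.53, SD, n = 2) and 0.169, 0.204 and 0.167 in the GHSROS libraries (0.18 ± 0.021, SD, n = 3). The log2 fold change was −3.02 (SE 0.059, adjusted p = 8.23e-08, limma), and −4.96 at a pseudocount of 0.1. With the replicate block, where same-numbered libraries had the correlation of −0.059 given above, the log2 fold change was the same (adjusted p = 2.49e-05). Averaging vector replicates 1 and 2 gave a log2 fold change of −3.01 (adjusted p = 3.1e-06, limma).

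**Figure D2:**
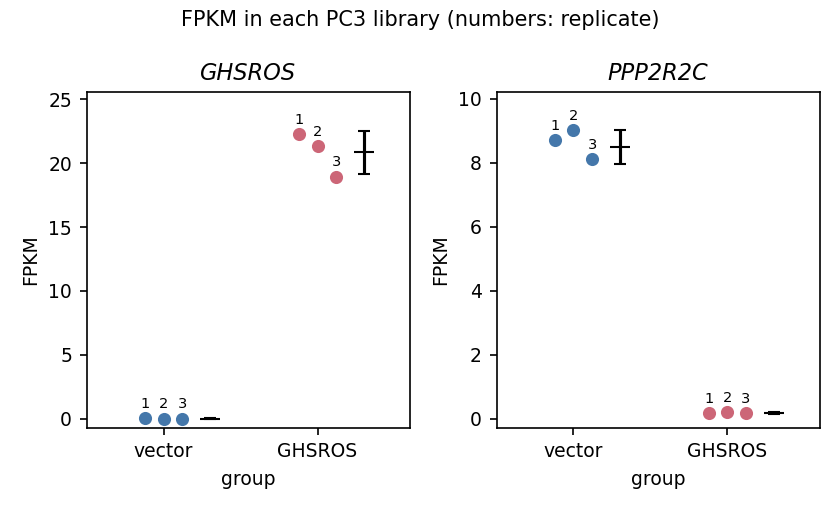
FPKM of GHSROS and PPP2R2C in each library (points, numbered by replicate) for the vector and GHSROS groups, with the mean and SD beside them (n = 2 for vector, where replicates 1 and 2 were averaged, and n = 3 for GHSROS). GHSROS lies between 18.9 and 22.2 in GHSROS libraries and at most at 0.0387 in vector libraries, while PPP2R2C is lower in each GHSROS library than in each vector library.

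A set of 19 genes that the study names as changed in its cell lines was read from the same fit. The study named them from data that include these libraries, so their change here is not an independent result. Of these, 17 passed the filter, and each of the 17 had an adjusted p-value of at most 0.05 (largest 0.000124, limma). The 8 past both thresholds were PPP2R2C, CNTN1 (−1.87) and IFI16 (−1.96), which were lower, and AGR2 (2.09), TFF1, TFF2, ZNF467 (2.18) and PPP1R1B (2.12), which were higher. The other 9 tested genes had log2 fold changes between 0.63 and 1.49 in size, among them CDH1 (0.87), OCLN (0.90), CLDN7 (1.18), NOG (−1.47) and TGFBI (−0.63). AASS and CHRDL1 were below the filter. Over the 19 genes reported here, the 3 GHSROS values lay on one side of the 3 vector values, higher for 11 and lower for 8. With a pseudocount of 0.1 and no filter, these 19 passed both thresholds. AGR2, ZNF467 and AASS lie on chromosome 7, whose genes as a whole had a median log2 fold change of 0.49.

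The 5 gene panels were compared next. They were chosen with the study's text in view. The hypoxia and epithelial panels follow themes that the study reported from data that include these libraries. Their change here is therefore not an independent result. The hypoxia panel had a median log2 fold change of 0.54 (adjusted p = 1.52e-08, limma camera), with 24 of 25 genes higher. For the epithelial panel the median was 0.71 (adjusted p = 1.41e-05), with 15 of 17 genes higher. The proliferation panel, with a median of 0.07 and 19 of 28 genes higher, fell short of the threshold (adjusted p = 0.0515). Neither the mesenchymal panel (median 0.09, adjusted p = 0.225, 15 of 23 genes higher) nor the interferon panel (median −0.01, adjusted p = 0.554, 16 of 35 genes higher) passed it, and the interferon median changed sign with median-of-ratios scaling (0.015), which moved the median of all tested genes from −0.0269 to −0.0035. Leaving out genes outside their own interval brought the mesenchymal panel past the threshold (median 0.11), and centring genes on their neighbours did so for proliferation (0.12). With the replicate block, the adjusted p-values were 4.21e-08 for hypoxia, 1.58e-05 for the epithelial panel, 0.0552 for proliferation, 0.196 for the mesenchymal panel and 0.503 for interferon, with the pairing check at −0.059.

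Fold changes differed by chromosome. Over 8422 genes with a mean of at least 5 FPKM, the median log2 fold change was −0.02. It was 0.77 for the 98 genes on chromosome 13, of which 96 were higher, and 0.49 for the 386 genes on chromosome 7, of which 371 were higher. Both had a permutation p of 0.0001, the smallest that 10000 random gene sets can give (adjusted 0.000256). The medians of the other chromosomes lay between −0.21 (chromosome 5) and 0.175 (chromosome 14), and 13 of 23 chromosomes had an adjusted permutation p of at most 0.05. Against the vector mean, chromosome 13 had medians of 0.77, 0.78 and 0.79 in GHSROS replicates 1, 2 and 3, and chromosome 7 had 0.48 in each.

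**Figure D3:**
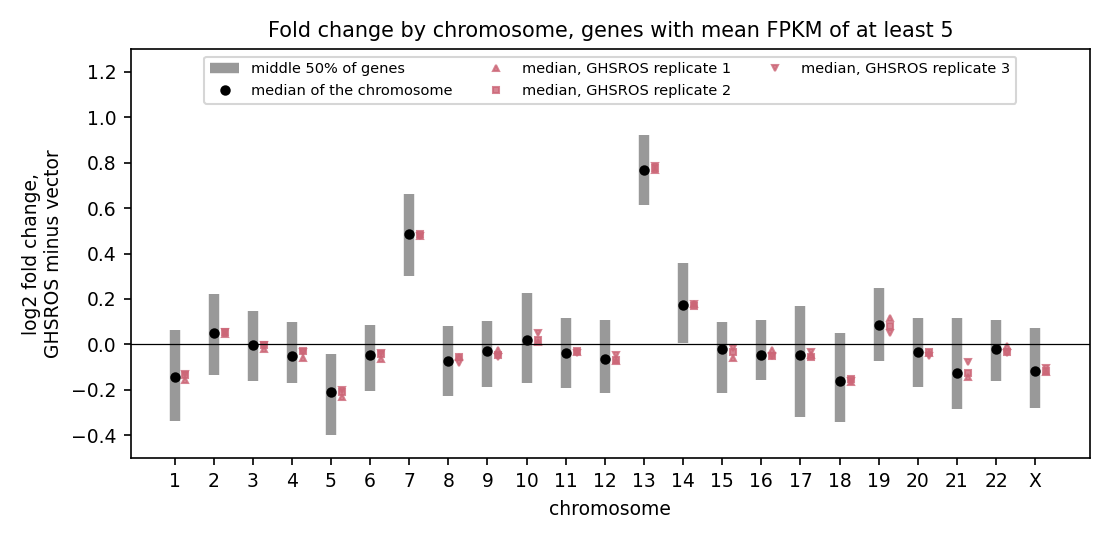
Log2 fold change (GHSROS minus vector) of genes with a mean of at least 5 FPKM by chromosome, with the median of each chromosome (black points), the middle 50% of its genes (grey bars) and the median in each GHSROS replicate against the vector mean (red symbols). Chromosomes 13 (0.77) and 7 (0.49) lie above the others, whose medians run from −0.21 to 0.175.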

Values the study reported

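For cultured PC3 cells overexpressing GHSROS, the study reported 400 genes with changed expression, 168 of them upregulated and 232 downregulated, at a log2 fold change of 1.5 in either direction and a Q value of at most 0.05. PPP2R2C was reported as the third most downregulated gene, with a fold change of −29.9 and a Q value of 3.4e-10.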

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

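The test in this part was chosen only after the result had been seen. HNRNPC was singled out because of the status column, which the comparisons do not use: its estimate had failed in 3 of 3 GHSROS libraries and in none of the vector libraries, where its FPKM was 187, 191 and 196. A failed estimate is written as 0, so the listed values would read as complete loss of the gene. If failure came from the quantifier and not from missing transcripts, the other genes with failed estimates would have clear expression in libraries of the same group where the estimate did not fail. Of the 7 such genes, 5 had at least 5 FPKM in every one of those libraries (ASPH, ENSA, MAP3K12, PCBP2 and SMARCA4). SMARCA4, for example, failed in vector replicates 1 and 3 and had 58.9 FPKM in vector replicate 2. Failure of the quantifier is therefore a candidate explanation for HNRNPC too, but no GHSROS library holds an estimate of it. Whether GHSROS changes HNRNPC cannot be told from these tables, and library batch was not tested as a source of the failures.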

How the results depend on the processing

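Alternatives chosen only after the results had been seen are named as such, and no other tests were added here. Most results kept their direction and their side of the threshold: across 11 main results, 261 of 296 recomputed values were classed as unchanged. Some of these results are counts, which have no direction, and the counts classed as unchanged lay within 1.5 times of the main count. Some values did not move at all, such as those of the panels with robust estimation. The count of genes past adjusted p of 0.05 without a fold-change minimum stayed within 1.5 times of 7439 in every setting in which it was recomputed, and the hypoxia and epithelial panels and PPP2R2C stayed past their thresholds under each alternative that was run. Across the 6 fits that each left out one library, the count of changed genes ranged from 112 to 117.

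The counts depend on the pseudocount and the fold-change minimum. A pseudocount of 0.1 gave 336 genes (175 higher, 161 lower) and one of 0.01 gave 381 (199 higher, 182 lower); in the study gene list, 17 passed in each case. With 0.1 and no filter, chosen after seeing the data, 473 passed (214 higher, 259 lower), with 19 of the study list. A log2 minimum of 1 gave 382 genes (226 higher, 156 lower) and a minimum of 1.5 inside the test gave 41 (25 higher, 16 lower). For the study list these minimums were tried after seeing the data, and 14 and 7 genes passed. Leaving out genes outside their own intervals, also chosen after seeing the data, left 5 of the list, since AGR2, TFF1 and TFF2 were then not tested. A smaller pseudocount enlarges the fold changes of weakly expressed genes, as for PPP2R2C (−4.96 at 0.1).

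The proliferation panel passed its threshold with no filter (median 0.074), median-of-ratios scaling (0.101) and 5 settings chosen after seeing the data: genes outside their intervals left out (0.084), a pseudocount of 0.1 with no filter (0.076), correction for GC content and length without (0.121) and with the replicate block (0.121), and centring on neighbouring genes (0.119). Its medians ranged from 0.054 to 0.097 across the 6 fits that each left out one library, past the threshold without GHSROS replicate 1 and without vector replicate 3. The mesenchymal panel passed only with genes outside their intervals left out (0.107). The interferon panel passed under none of the alternatives run; its median was lowest with genes centred on their neighbours (−0.119, adjusted p = 0.155, limma camera). It changed sign at a mean FPKM of at least 1 (0.005), at FPKM of at least 1 in at least 3 libraries (0.005) and with median-of-ratios scaling (0.015), and ranged from −0.080 to 0.028 when one library was left out. Median-of-ratios scaling moved the median of all tested genes as well, from −0.0269 to −0.0035, so that sign change follows largely from the scaling. The cause was not tested for the other panel changes.

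Among 660 recomputed values of single genes, 44 rose past the threshold, 1 fell below it and 0 reversed; the one that fell was CNTN1, with the minimum of 1.5 inside the test (adjusted p = 0.145, limma). The medians of chromosomes 7 and 13 kept their direction and stayed past 0.05 in 24 recomputed values. Precision is limited for genes near the filter, where a single fragment is a large part of the value, and for AASS and CHRDL1 in the GHSROS libraries.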

Other observations

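The tests in this part were chosen only after their results or the patterns had been seen, except 3 whose outcome had not been seen: the correction of the chromosome medians for GC content and length, their recomputation in more highly expressed genes, and the comparison of highly and weakly expressed genes.

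The 6 libraries can be split 3 against 3 in 10 ways. The real split parts all 3 same-numbered pairs, as do 3 others, and the remaining 6 part 1 pair each. Of the 4 splits that part all 3 pairs, 1 (the real one) gave as many changed genes, and the same held for the higher genes (1), the lower genes (1) and the genes past adjusted p of 0.05 at any fold change (1). The other 9 splits gave 0 genes, or 1 gene in one case, with 37 to 847 genes at an unadjusted p-value of at most 0.05, against 8068 in the real split. In the same 4 splits, 1 gave as small a camera p for the proliferation, epithelial and hypoxia panels, 3 for the mesenchymal panel and 2 for the interferon panel. Among the 6 splits that part 1 pair, one had a smaller camera p for the proliferation panel (0.0163) than the real split (0.0309). The share cannot go below 0.25 with this design, so the splits cannot settle whether the grouping arose by chance. Each other split sets 2 libraries of a group against 1 and keeps part of the difference, and the hypoxia panel had unadjusted camera p-values from 5.43e-06 to 0.000559 across the 9 others, against 3.03e-09 in the real one. For the epithelial panel they ran from 0.000375 to 0.0129, against 5.64e-06.

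The number of changed genes here was 117, with 72 higher and 45 lower. Each of these counts is lower than the value quoted from the study above. With other settings the total was 336 (pseudocount 0.1), 381 (pseudocount 0.01) and 473 (pseudocount 0.1 with no filter). The fold change of PPP2R2C here was 8.14 on the log2(FPKM + 1) scale, turned back to a linear one. That is lower than the value quoted from the study above. The ratio of its mean FPKM, vector over GHSROS, was 47.1. That is higher than the value quoted from the study above. Its log2 fold change was −4.96 at a pseudocount of 0.1 and −5.51 at 0.01, so the size rests on the pseudocount. Its adjusted p-value here was 8.23e-08. That is higher than the value quoted from the study above. PPP2R2C ranked 9 by fold change among the lower genes here. That is further down the list than the place quoted from the study above. The rank was read at a pseudocount of 1 and rests on it too. It also counts MIR4737, a small RNA gene ahead of PPP2R2C whose call is questioned below. At 0.1, PPP2R2C fell further than MLLT11 (−3.19) and CST1 (−4.015), which were ahead of it at 1. KRT75 (−5.53), TCN1 (−5.71) and NUDT11 (−5.365) stayed ahead.

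The upward shift of chromosomes 7 and 13 was weighed against several explanations. After correction for GC content and transcript length (known for 95.5% of these genes), the median of chromosome 13 was 0.794, so composition does not fully account for it. A few strongly changed genes would leave most genes of a chromosome unmoved. The lower quartile of the log2 fold changes was 0.614 on chromosome 13, where 96 of 98 genes were higher. On chromosome 7 it was 0.303, with 371 of 386 genes higher. These values argue against a few strongly changed genes as the source on both chromosomes. The median was 0.897 in the more highly expressed genes of chromosome 13, so noise of weakly expressed genes does not account for its shift. Neighbouring genes changed together: the correlation of their fold changes was 0.388, against at most 0.035 in 1000 permutations of gene positions. Without chromosomes 7 and 13 it was 0.291, which goes against change without regard to position there too. Windows with lower expression were found on chromosome 17, with medians of −0.72 from 30 to 35 Mb (20 of 21 genes lower) and −0.72 from 70 to 75 Mb (47 of 61 genes lower). The window from 65 to 70 Mb was lower as well (median −0.288, 10 of 11 genes lower). The windows past 75 Mb went the other way. Their medians were 0.395 from 75 to 80 Mb (47 of 55 genes higher) and 0.515 from 80 to 85 Mb (15 of 16 higher). The 11 tested symbols listed on both X and Y had a median of 0.66, with 10 higher. A candidate explanation is a copy-number difference between the 2 cell populations, which would move whole chromosomes or segments; this is a hypothesis, since DNA was not analysed here and regional regulation would also move neighbouring genes together. The labels give 0 batch labels, so a library batch that coincides with the group cannot be told apart from it.

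If the populations differ in karyotype, part of the difference between the groups may not follow from GHSROS itself. After each gene was centred on its neighbours, 101 genes passed both thresholds, 62 higher and 39 lower, and 92 of them were among the 117. Of the 72 higher genes, 9 (12.5%) lie on chromosomes 7 and 13, which hold 6.7% of the tested genes (Fisher's exact test across genes, two-sided, p = 0.0578, odds ratio 1.99). Most of the higher genes lie on other chromosomes.

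The large share of genes past adjusted p of 0.05 was also examined. Correction for GC content and length gave 8022 genes, and averaging vector replicates 1 and 2 gave 6412, so neither fully accounts for it. The share was 61.7% among 6108 genes with a mean of at least 10 FPKM and 53.1% among 6907 genes below that, but the power of the test rises with expression whatever the source, so this comparison cannot weigh a depth difference. Of the 7439 genes, 5398 had log2 fold changes under 0.5 in size. Library batch was not testable for this pattern, which cannot be told apart from a batch. Relative depth was 1.0 and 0.909 in vector replicates 1 and 2, whose differences had a spread of 0.932 times the error over 7273 genes. GHSROS replicates 2 and 3 (0.834 and 0.857) lay nearer in depth to vector replicate 2 than vector replicate 1 did. Their spreads against vector replicate 2 were 4.35 and 4.14, above the largest value within a group, 2.15. Over these 7273 genes, the values argue against depth alone as the source.

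Of 11 small RNA genes among the 117, 9 had a library at 0 in the group where they were higher. MIR4737, for example, had 488 and 509 FPKM in vector replicates 1 and 3 and was listed at 0 in the others. These calls may reflect the loss or gain of a whole estimate in single libraries, and 106 genes passed when small RNA genes were left out.

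The hypoxia panel kept a median of 0.575 when each gene was centred on its neighbours and 0.569 after correction for GC content and length, so neither the chromosome shifts nor composition fully accounts for it. The median of the epithelial panel fell from 0.708 to 0.50 and 0.579 under the same settings and stayed past the threshold (adjusted p = 9.54e-06 and 5.92e-05, limma camera). Culture conditions at harvest and library batch were not tested, and the pattern cannot be told apart from them.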
